A study of Homo sapiens with 13 samples. Its data were reported in "SMARCA4 controls state plasticity in small cell lung cancer through regulation of neuroendocrine transcription factors and REST splicing" (2024).

How the data were processed

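ATAC-seq was carried out on H146 and H82 cells, untreated or after FHD-286 at 100 nM for 14 days. The labels give 4 untreated and 3 treated H146 samples, and 3 untreated and 3 treated H82 samples. The authors trimmed the paired reads with Trim Galore, aligned them to hg38 with bowtie2, and used Picard to drop reads with an identical start and orientation. They called enriched regions in each sample with MACS2, took out blacklisted regions, and merged the regions of all samples of a line that lay within 500 bp into 1 atlas. For their own test of FHD-286 the authors counted reads over the atlas and used DESeq2. In H146 they had sequenced 3 controls in 1 batch, and the remaining control with the 3 treated samples in another. Their model for H146 included the batch. The deposited data used here are those 2 atlases, whose values are region starts, counted from 0, and region ends in bp. They hold no score, read count or sample, and 0 columns of per-sample values were left aside. Coordinates are given 1-based.

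The pooling shapes what can be measured. A region is listed if it was called in any library of the line, so an atlas grows with the number and depth of its libraries, and sites open only after treatment stand beside sites open only before it. A test of FHD-286 on counts per region had been planned in case the files held values per sample, and it was not run. The labels do not say which H146 control was sequenced with the treated cells. Depth per library was unknown. Merging at 500 bp joins neighbouring sites, so width is not the width of a single site. Tn5 leaves staggered cuts, and aligned ends are often shifted to the centre of the cut; whether the authors did so is not stated.

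The reference sequence and GENCODE release 44 annotation used here are both on hg38, the build of the files, and every region ended within its chromosome. Chromosomes 1 to 22, X and Y were used, 24 in all, and mitochondrial regions were left out of the comparisons. Regions were shared when they overlapped the other line by at least 1 bp, and line-only otherwise. This classification differed from that of bedtools 2.31.1 for 0 regions. Random placement was made by 1000 circular shifts of the H146 atlas within each chromosome. The share of promoter regions, the median width and motif density were tested by sign flips of the per-chromosome differences over 23 chromosomes (1 to 22 and X), two-sided, with 100000 resamples and seed 1. The standard errors are jackknife values that leave out each chromosome in turn. Per-chromosome motif ratios had 0.5 added to each count. Adjusted p-values follow Benjamini and Hochberg over the 20 words. The TSS of a gene was its 5′ end, and promoters reached 1 kb to either side.

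Motifs were matched as exact consensus words on both strands. The words were all 10 forms of the E-box, and those of FOXA, OTX2, AP-1, CTCF, TEAD, the POU octamer, RE1, NFI, SOX and ETS. Each word read backwards served as a control for base composition. A reversed word can hold another tested word, as that of FOXA holds CAAATG on the other strand. A consensus word is a coarse stand-in for a binding site: OTX2 is read by 6 bases and CTCF by 12. The gene lists, 15 neuroendocrine and 9 low-neuroendocrine genes with the ERBB genes and the targets of FHD-286, came from the text of the study, so they are not independent of it. Mean covered shares of a list within 10 kb of the TSS were set against 10000 random lists of protein-coding genes. Genes were named where the lines differed in having a region within 1 kb of the TSS, or by 2 or more in the number within 10 kb, with NEUROD1, SYP, CHGA, SRRM4 and REST in any case; not every gene the rule met is reported. Of all genes, the 5 per line with the most regions and none in the other line were named, with the 3 widest regions per line. Motif values were given for CAGCTG, CAGATG, OTX2, FOXA and the 3 largest absolute log2 ratios, and other E-box forms that differed were added after the data were seen. These naming rules, the tests by chromosome, the random placement and lists, and all alternatives below except the last were written down before the data were opened. The overlap by width class, the Jaccard index, the location of region centres, the difference between the lines near a gene list, the comparisons of contrasts between the lines, the dense segments, the widths singled out and the interval of chromosome X were chosen afterwards. Dense segments were runs of windows of 50 kb covered to at least 50%, and the condition that the other line cover under 10% was added after 24 such H82 segments had been seen, which left 9.

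Alternatives were overlap of at least 50% of both regions, sharing also within 500 bp, regions of at least 500 bp, and autosomes only. The width limit of 500 bp was applied to both atlases before sharing was called. A region could then count as line-only although a narrower region of the other line overlapped it. For promoters, windows of 5 and 10 kb, the TSSs of all transcripts and matching on width were tried. For motifs, the central 200 bp, the share of regions with a match, regions over 1 kb from any TSS, matching on width and GC content, and shared regions in place of either line were tried. For genes, the gene body with 10 kb to either side and a window of 5 kb were tried. For chromosomes, covered bases replaced numbers. Leaving out regions of 10 kb or more, leaving out genes of the dense segments, and keeping as many H82 as H146 regions were added after the data were seen.

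The procedures were tested on simulated data, which were enlarged after a smaller first simulation had measured a value somewhat above the planted ratio; chance matches were traced as the source. Overlap classes differed from a direct comparison for 0 of 36000 simulated intervals. A planted log2 ratio of 1.00 was measured as 0.99 (SE 0.019) over 55200 simulated regions. With no difference planted, 8 of 250 comparisons (3.20%) had p under 0.05. The simulated sequence was random with equal base shares in both sets. The 3.20% therefore does not give the error rate for real regions, whose composition differs. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, samtools 1.23.1, and matplotlib 3.10.9.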

Results

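Chromatin accessibility was profiled by ATAC-seq, in which the Tn5 transposase cuts and tags open DNA, in 2 established human small cell lung cancer (SCLC) lines. H82 belongs to the SCLC subtype driven by the transcription factor NEUROD1, and H146 to a different subtype. Cells were left untreated or were exposed to FHD-286, an inhibitor of the SWI/SNF ATPases SMARCA4 and SMARCA2, at 100 nM for 14 days. There were 4 untreated and 3 treated H146 libraries, and 3 untreated and 3 treated H82 libraries. The processed data were 1 atlas of accessible regions per line, each a list of chromosome, start and end on hg38, pooled over the untreated and treated libraries of that line. A region carried no height, count or library of origin.

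The comparison at the centre of the design, FHD-286 against untreated cells, asks where accessibility changes when SMARCA4 and SMARCA2 are inhibited. It was not tested, because the atlases give 1 value per line and none per library. For the same reason the depth of each library was unknown and no value had a spread between replicate cultures. The atlases were therefore compared between the lines. Differences in width, promoter share and motif density were tested with the chromosome as the unit, overlap against random placement, and gene lists against random lists. A test over chromosomes shows whether a difference held across the genome, and says nothing about the spread between cultures. The line was also confounded with the number of libraries, their depth and the DNA copies of each line. The H146 atlas also pools libraries of different sequencing batches.

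The H82 atlas had 206927 regions on chromosomes 1 to 22, X and Y, and the H146 atlas had 174093. They covered 167 Mb and 139 Mb, which is 5.41% and 4.49% of these chromosomes. H82 thus had 1.19 times as many regions. The median width was 482 bp in H82 (quartiles 304 and 920 bp) and 499 bp in H146 (quartiles 314 and 943 bp). The narrowest region was 200 bp wide in both lines, and 13069 H82 regions (6.32%) and 9539 H146 regions (5.48%) had exactly that width. All gaps between neighbouring regions were wider than 500 bp, the merging distance, in both atlases. No region ended past the end of its hg38 chromosome. Regions of at least 10 kb numbered 286 in H82 and 136 in H146.

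Among widths above 200 and up to 420 bp, a single width stood furthest above its neighbours in both lines. At 391 bp there were 559 H82 regions and 545 H146 regions, against means of 298 and 257 over 6 neighbouring widths. Of 212 widths read this way, 9 had more than 1.1 times their neighbours in both lines. Apart from 205, 210 and 415 bp, these lay 5 bp apart, from 376 to 401 bp. The number at 401 bp was 1.23 times its neighbours in H82 and 1.32 times in H146, against 1.87 and 2.12 times at 391 bp. These widths and the limit of 1.1 were singled out after the data were seen.

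**Figure D1:**
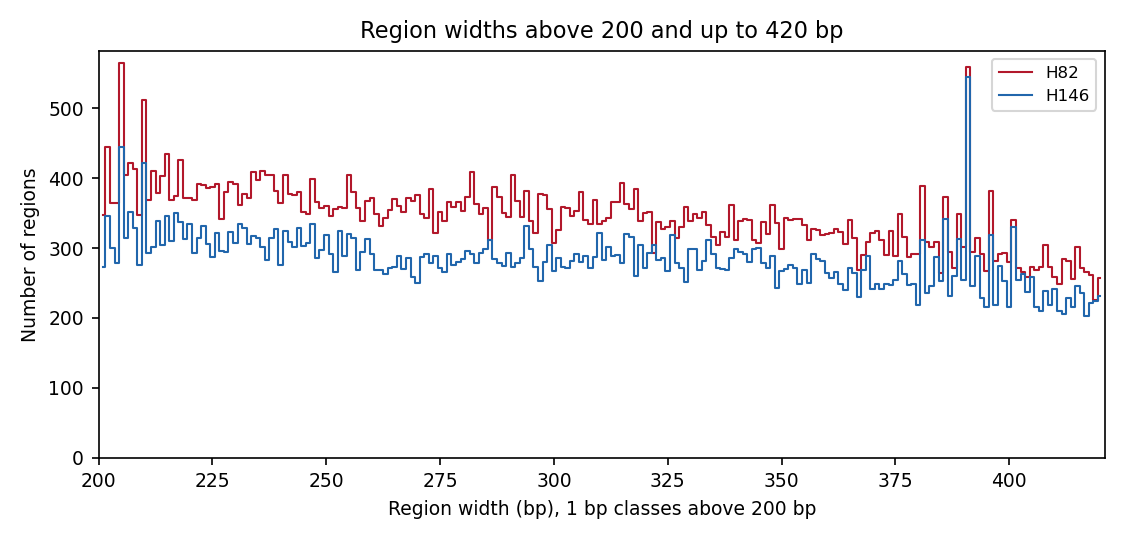
Number of regions (y axis) by region width in bp (x axis, classes of 1 bp above 200 bp) for the H82 atlas (red) and the H146 atlas (blue). Both lines have a peak at 391 bp, of 559 and 545 regions, with smaller ones at 381, 386, 396 and 401 bp and near 205 and 210 bp.

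The first comparison asked how much of the accessible genome the lines shared. Of the H82 regions, 122719 (59.3%) overlapped an H146 region by at least 1 bp, which left 84208 H82-only regions. Of the H146 regions, 122790 (70.5%) overlapped an H82 region, which left 51303 H146-only regions. When the H146 atlas was shifted at random around each chromosome 1000 times, the mean overlapped share was 9.36% for H82 and 11.2% for H146, and the highest was 10.2% and 12.2%. The one-sided permutation p was 0.001 in both lines, the smallest that 1000 shifts can give. Requiring overlap of at least 50% of both regions moved these shares most, to 46.3% of H82 and 55.0% of H146 regions. In bases, 99.4 Mb lay in both atlases out of 206 Mb in either, a Jaccard index of 0.482.

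The overlapped share was higher in wide regions, and differed between the lines. Among regions of exactly 200 bp it was 39.6% in H82 and 42.5% in H146. Among regions of 201 to 299 bp it was 44.1% in H82 and, lower than at 200 bp, 40.5% in H146. Among regions of 500 to 999 bp it was 63.7% in H82 and 85.0% in H146. Among those of 2000 to 4999 bp it reached 90.6% in H82 and 99.7% in H146. Shared regions had a median width of 610 bp in H82, against 377 bp for H82-only regions, a difference of 233 bp (jackknife SE over chromosomes 18.5). In H146 the medians were 662 and 315 bp, a difference of 347 bp (SE 8.29). Shared regions were wider on 23 of 23 chromosomes in both lines (two-sided sign-flip permutation p = 1e-05, the smallest that 100000 resamples can give). A wider region is overlapped by 1 bp more often under random placement too, so some difference would arise by position alone. Its size under the circular shifts was not measured, and the test against 0 does not set it apart. Among regions of at least 500 bp the differences were 289 bp in H82 and 483 bp in H146, the largest shift under any alternative.

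**Figure D2:**
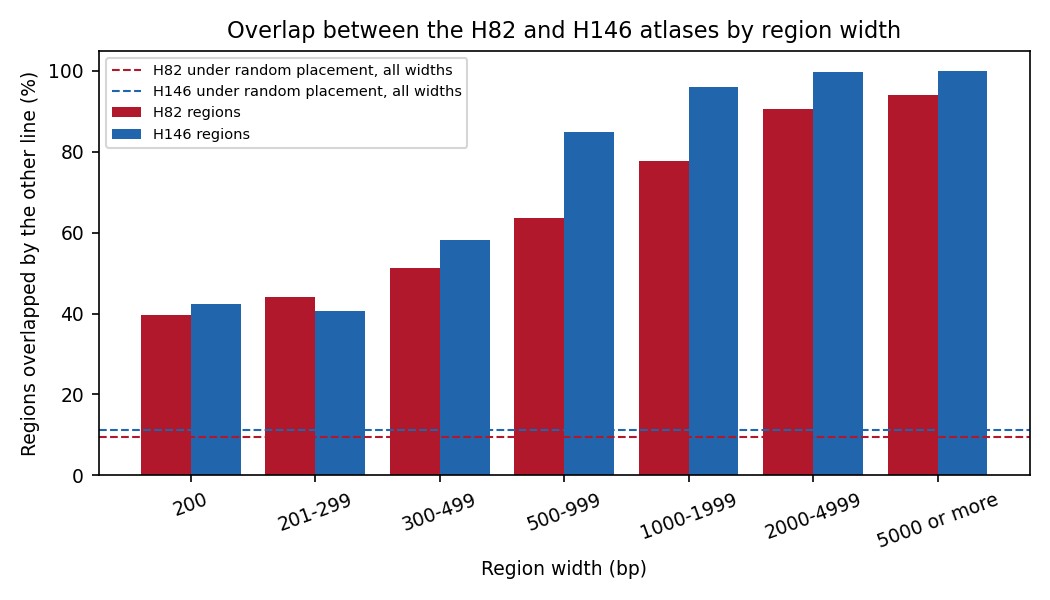
Share of regions overlapped by the other line (y axis, percent) in classes of region width (x axis, bp) for H82 (red bars) and H146 (blue bars), with the mean over all widths under random placement as dashed lines (9.36% and 11.2%). The share is 39.6% and 42.5% at 200 bp, dips to 40.5% in H146 at 201 to 299 bp, and reaches 90.6% and 99.7% at 2000 to 4999 bp.

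The next comparison asked whether shared regions lay at promoters more often than regions of a single line. A region counted as a promoter region when any of its bases lay within 1 kb of the transcription start site (TSS) of a protein-coding gene. In H82 this held for 10.9% of shared and 1.41% of H82-only regions, a difference of 9.46 percentage points (SE 0.819). In H146 it held for 10.9% of shared and 0.928% of H146-only regions, a difference of 9.93 percentage points (SE 0.763). Shared regions had the higher share on 23 of 23 chromosomes in both lines (two-sided sign-flip permutation p = 1e-05, the smallest possible). With shared and line-only regions matched on width, the difference was 3.22 percentage points in H82 and 1.53 in H146, the smallest values under any alternative, and the sign-flip p was still 1e-05. By the position of the region's centre, 46.8% of H82-only and 45.8% of H146-only regions lay in introns of protein-coding genes, against 38.6% and 38.5% of shared regions and 40.3% of random bases. Intergenic centres made up 46.5% of H82-only and 48.2% of H146-only regions, against 45.6% and 45.4% of shared regions and 55.0% of random bases.

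Motif content was compared between H82-only and H146-only regions, since NEUROD1, which defines the subtype of H82, is a basic helix-loop-helix factor and such factors bind forms of the E-box CANNTG. Matches to 20 consensus words were counted on both strands over 44413 kb of H82-only and 19104 kb of H146-only sequence. Under the Benjamini-Hochberg adjustment over the 20 words, 4 were denser in H82-only regions and 10 in H146-only regions at adjusted p under 0.05. Counting the share of regions with at least 1 match in place of matches per kb moved these numbers most, to 9 and 4. H82-only regions are wider, which raises that share. Many reversed words, among them those of CACATG (-0.66) and SOX (-0.38), also had sign-flip permutation p under 0.05. A differing word is therefore not by itself a sign of its motif.

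CAGATG occurred 1.24 times per kb in H82-only and 0.895 times per kb in H146-only regions, a log2 ratio of 0.47 (SE 0.034), higher in H82 on 23 of 23 chromosomes. The log2 ratio of the reversed word GTAGAC, which keeps the composition but not the motif, was 0.09 (sign-flip permutation p = 0.00481). The reversed words of OTX2, FOXA and CAGCTG also differed between the lines, with log2 ratios of 0.35, -0.54 and 0.44 (sign-flip permutation p = 4e-05, 1e-05 and 0.00101). CAGCTG occurred 0.810 and 0.878 times per kb, a log2 ratio of -0.12 (SE 0.043), lower in H82 on all but 1 of the 23 chromosomes. That difference was small and did not hold under every alternative. In regions of at least 500 bp the log2 ratio was -0.03 (adjusted p = 0.533), and by the share of regions with a match it was 0.23. Other E-box forms went both ways. CAGGTG (-0.61), CAATTG (-0.68), CAAATG (-0.34) and CAACTG (-0.20) were denser in H146-only regions, and CACTTG (0.10) in H82-only regions (sign-flip permutation, adjusted p under 0.05). Reversed, CAAATG, CAACTG and CAATTG gave -0.86, -0.47 and -0.28 (sign-flip permutation p = 1e-05 for each). Reversed CAGGTG and CACTTG gave -0.05 and -0.01 (sign-flip permutation p = 0.204 and 0.429). For CAACTG the reversed word differed more than the word, so composition may account for that ratio. GTAAAC, the reversed CAAATG, lies in the FOXA word on the other strand, so it is no control for composition alone. At adjusted p under 0.05, CACATG, CATATG and CACGTG did not differ in the main comparison. For CATATG this depended on the processing. Matched on width and GC content it was denser in H82-only regions, at 0.36, and in the central 200 bp at 0.33 (sign-flip permutation, adjusted p = 0.000373 and 0.00065). In regions of at least 500 bp it was 0.11 (sign-flip permutation, adjusted p = 0.128). The word of OTX2, TAATCC, had the highest log2 ratio, 1.49 (SE 0.062), with 1.26 matches per kb against 0.448. TGGGAGGC, a word of Alu repeats, was itself denser in H82-only regions by 0.72, and the OTX2 word outside its Alu context had a log2 ratio of 1.66; inside that context it was 1.12. The FOXA word TGTTTAC had a log2 ratio of -1.28 (SE 0.060), with 0.130 matches per kb in H82-only and 0.314 in H146-only regions. The lowest value was that of CTCF, -2.02 (SE 0.128), with 0.00525 and 0.0213 matches per kb. OTX2 was higher in H82 on 23 of 23 chromosomes, and FOXA and CTCF on 0 of 23. For CAGATG, CAGCTG, OTX2, FOXA and CTCF alike, the sign-flip permutation p was 1e-05 before adjustment, the smallest possible, and 1.82e-05 after it.

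**Figure D3:**
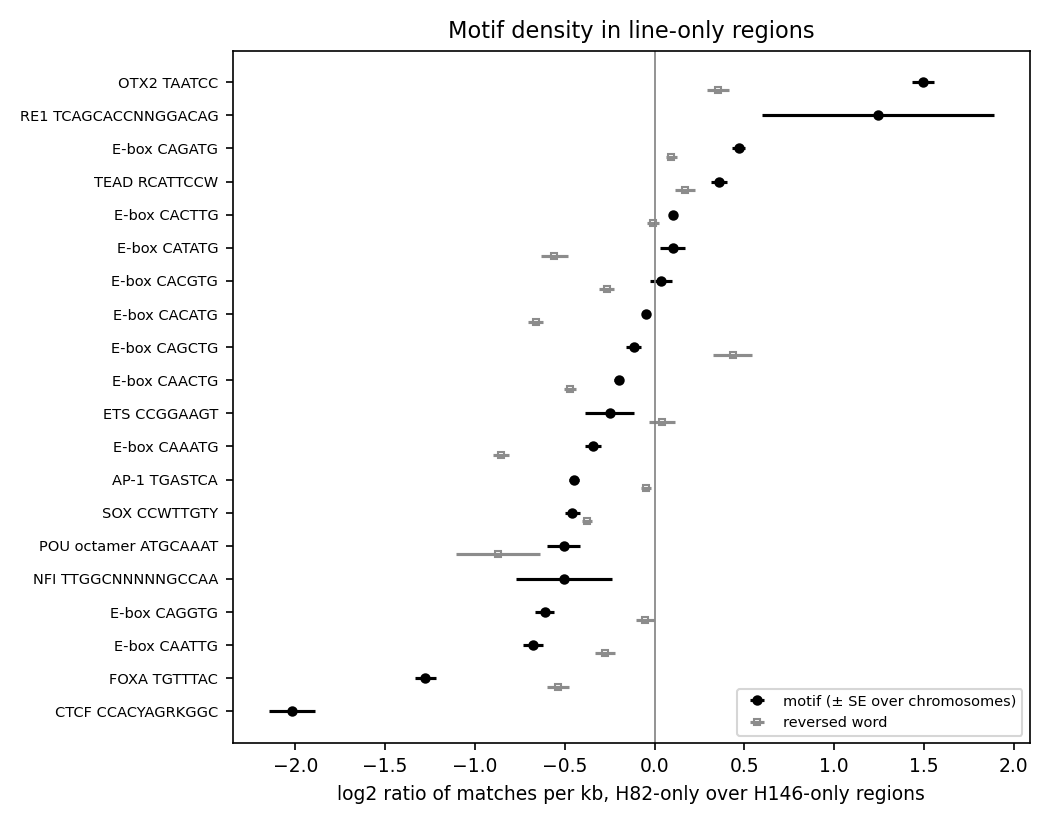
log2 ratio of motif matches per kb in H82-only over H146-only regions (x axis) for the 20 consensus words (y axis), with the jackknife SE over chromosomes as bars; open grey squares are reversed words, drawn where their SE was under 0.5. OTX2 lies at 1.49, CAGATG at 0.47, FOXA at -1.28 and CTCF at -2.02.

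Regions were then located at the genes the study treats. Of 20007 protein-coding genes, 15083 (75.4%) had a region within 1 kb of the TSS in both lines, 1019 (5.09%) in H82 only, 372 (1.86%) in H146 only and 3533 (17.7%) in neither. NEUROD1 (chromosome 2, 181668295 to 181680827, minus strand) had an H82 region of 7865 bp over its TSS, from 181677695 to 181685559. No H146 region lay within 1 kb of that TSS, although 4 lay within 10 kb, and the share of the 10 kb to either side of the TSS covered by regions was 50.6% in H82 and 19.0% in H146. SYP, CHGA, SRRM4 and REST each had a TSS region in both lines. The covered share was 32.2% in H82 and 19.2% in H146 near SYP, 21.1% and 23.3% near CHGA, 22.9% and 25.4% near SRRM4, and 14.0% and 13.2% near REST. SRRM4 had the higher share in H82 when the whole gene body and 10 kb to either side were counted.

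Other genes of the study also differed at the TSS. SMARCA2 (TSS at position 1980290 of chromosome 9), a target of FHD-286, had a region of 1774 bp over its TSS in H82 and none within 10 kb in H146. That TSS is the 5′ end of the gene, which runs to 2193624. Starts of other transcripts were not examined for single genes, so nothing follows for other promoters. Over the SMARCA2 gene body and 10 kb to either side the order was reversed. The covered share was 4.21% in H82 and 4.36% in H146, a difference of -0.147 percentage points, so H146 regions lay elsewhere along it. OTX2, WWTR1 and ERBB3 also had a region within 1 kb of the TSS in H82 and not in H146. Within 10 kb, however, H146 had 1 region at OTX2, 1 at WWTR1 and 4 at ERBB3. The H82 region at the WWTR1 TSS was 432 bp wide. With regions of at least 500 bp the covered share near WWTR1 was 0 in both lines. At NCAM1, RTN1, MYT1, NOTCH2, CCN1 and ERBB2, H82 had at least 2 more regions within 10 kb than H146, from 5 against 3 at NCAM1 to 7 against 1 at RTN1. Over the NCAM1 gene body H146 had the larger covered share. TEAD2 had 3 regions in H82 and 6 in H146, with a covered share of 21.1% and 15.9%. OTX2 and RTN1 lie in segments of chromosome 14 that were covered densely in H82 (described below), and their covered shares in H82 were 84.0% and 59.2%.

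The 15 neuroendocrine genes named by the study had a mean covered share of 39.7% in H82, against 16.9% for random lists of as many protein-coding genes (two-sided permutation p = 0.0002, the smallest that 10000 lists can give). In H146 it was 27.0%, against 14.3% (permutation p = 0.00440). The difference between the lines, 12.7 percentage points against 2.52 for random lists (permutation p = 0.00180), was lower without OTX2 and RTN1, at 4.77 (permutation p = 0.297). That alternative was chosen after the data were seen, and these genes lie in segments picked for high coverage in H82 and low coverage in H146. H82 had the higher covered share at 8 of the 15 genes. The 9 genes of the low-neuroendocrine list had a mean of 23.1% in H82 (permutation p = 0.229) and 19.1% in H146 (p = 0.298), and their difference of 4.05 percentage points was within that of random lists (permutation p = 0.490), with H82 higher at 8 of the 9 genes.

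Among all protein-coding genes, 756 had an H82 region within 10 kb of the TSS and no H146 region there, and 299 had the converse. Those with the most regions in H82 were OXCT2 (chromosome 1, TSS at 39771348), SPDYE8 (chromosome 7, 73029766) and C1orf167 (chromosome 1, 11761787), each with 8, then PRR20D and PRR20B (chromosome 13, 57160632 and 57147488) with 7 each. SPDYE8 and the PRR20 genes belong to families of closely similar copies, so reads placed there are uncertain. In H146 the genes were C9orf131 (chromosome 9, 35041095) and PDYN (chromosome 20, 1994285) with 4 regions each, and CCDC73, DNHD1 and LRRC18 with 3 each. For PDYN none of these regions was 500 bp wide.

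The widest regions differed in kind between the lines. In H82 they lay on chromosome 8, from 127025108 to 127552351 (527 kb, over POU5F1B), from 96590850 to 97097010 (506 kb, over SDC2 and CPQ) and from 127552866 to 127834902 (282 kb, over MYC). H146 had 23, 24 and 48 separate regions in these spans, which covered 3.50%, 3.39% and 14.8% of them. In H146 the widest regions were 46.5 kb on chromosome 14 from 105460007 to 105506484, 41.3 kb on chromosome 19 from 36268594 to 36309903, and 41.0 kb on chromosome 14 from 103511389 to 103552385. H82 covered 92.0%, 97.5% and 93.3% of those. By a rule chosen after the data were seen, runs of at least 4 windows of 50 kb, each at least 50% covered and with gaps of at most 1 window, formed 24 segments in H82 and 7 in H146. A further condition, that the other line cover under 10% of the segment, was added once these had been seen. It left 9 segments in H82 and 0 in H146. They lay on chromosomes 8 (2 segments) and 14 (7 segments), measured 250 to 1350 kb, and held 5.05 Mb in all. Their covered share ran from 71.7% to 99.4% in H82 and from 0.0883% to 7.79% in H146.

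**Figure D4:**
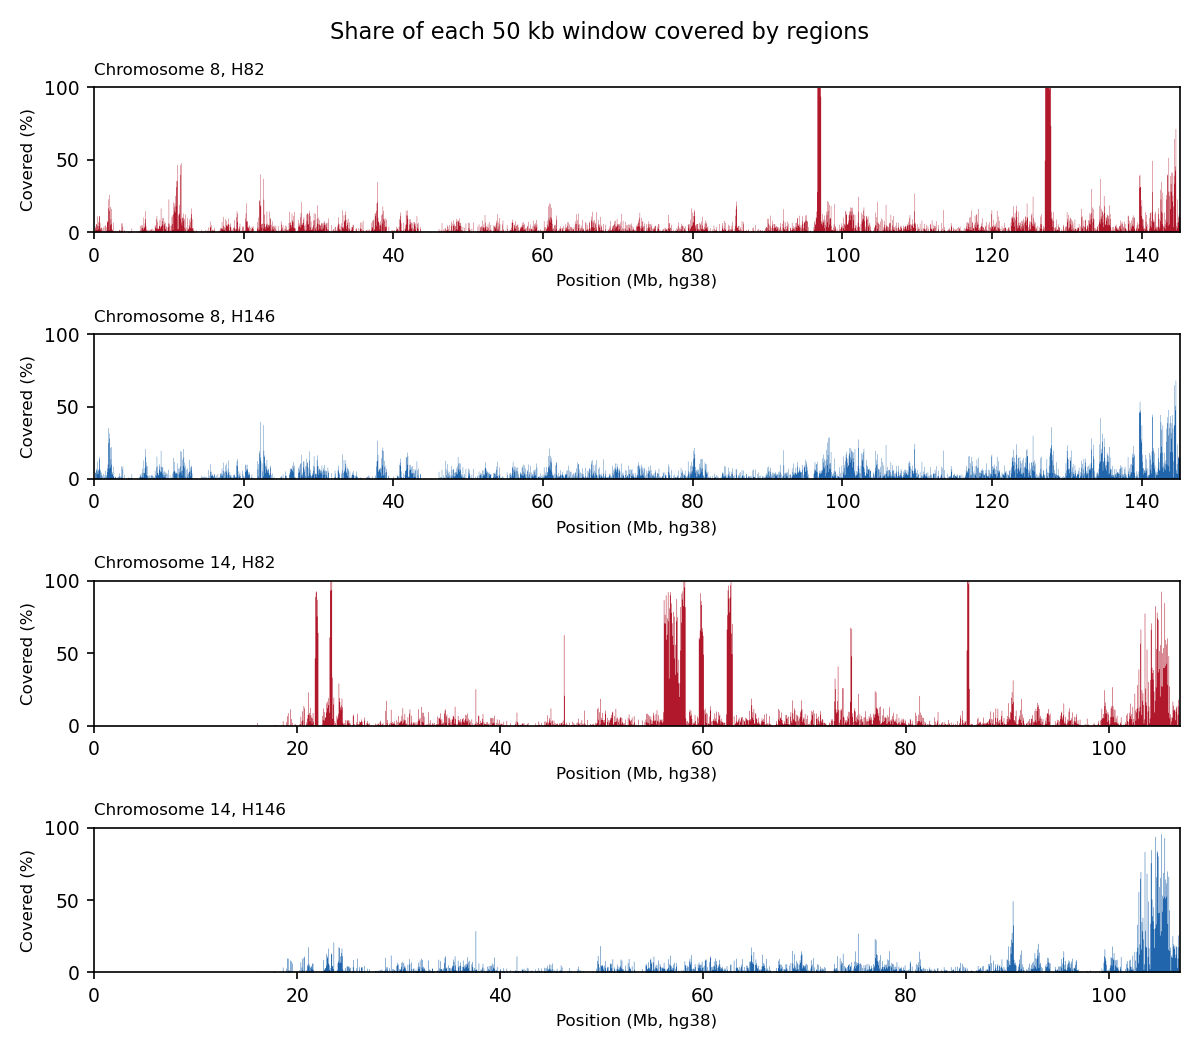
Share of each 50 kb window covered by regions (y axis, percent) along chromosomes 8 and 14 (x axis, position in Mb on hg38) in H82 (red) and H146 (blue). The 9 dense H82 segments, 2 on chromosome 8 and 7 on chromosome 14, reach 71.7% to 99.4% mean coverage, while the end of chromosome 14 is densely covered in both lines.

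Regions per Mb were compared by chromosome as a description, since DNA copies and detection both act on them. H82 had more regions than H146 on 20 of 24 chromosomes. Relative to the genome, the log2 ratio of H82 to H146 was lowest on chromosomes 18 (-0.59), 8 (-0.35) and 10 (-0.32). It was highest on chromosomes 21 (0.66), 15 (0.60) and 1 (0.30). The counting intervals of 95% were -0.63 to -0.55 for chromosome 18 and 0.58 to 0.75 for chromosome 21, and cover counting error only. By covered bases chromosome 14, which holds 7 of the 9 dense H82 segments, moved most, from 0.14 to 0.57 (named for this after its values were seen), and chromosome 8 moved to -0.16. Of 2878 bins of 1 Mb with at least 10 regions, 189 had a log2 ratio of 1 or more and 44 had -1 or less.

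**Figure D5:**
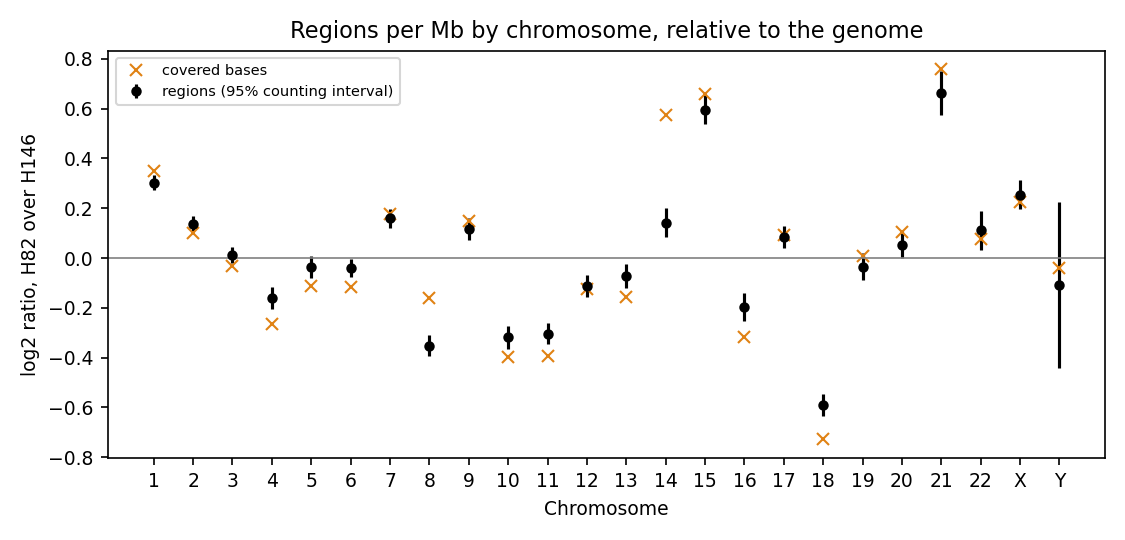
log2 ratio of H82 over H146 regions per Mb, relative to the whole genome (y axis), for each chromosome (x axis), with 95% counting intervals as bars and the same ratio of covered bases as crosses. Chromosome 18 is lowest at -0.59 and chromosome 21 highest at 0.66.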

Values the study reported

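The study reported that more than 35,000 sites lost accessibility after FHD-286 in both H82 and H146 cells.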

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

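The tests of the mitochondrial regions and of CTCF in wide regions were chosen only after the result was seen, and the other tests in this part were chosen after the pattern was seen but before their own outcome, apart from the matching on width and GC content and the reversed words, which were planned.

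Motif density in line-only against shared regions differed between the lines for OTX2, CAGATG, CAGCTG, FOXA and CTCF, by a sign-flip permutation test of the difference itself (adjusted p = 1.67e-05 for each). In all, 14 of the 20 motifs had such a difference at adjusted p under 0.05, and the restriction to these 5 motifs was settled after those results had been seen. The difference, H82 minus H146 on the log2 scale, was 1.30 for OTX2, 0.42 for CAGATG, -0.14 for CAGCTG, -1.15 for FOXA and -1.95 for CTCF. FOXA moved in opposite directions, at -0.29 in H82-only and 0.86 in H146-only regions. CAGATG was denser than in shared regions in both, by 0.59 in H82 and 0.18 in H146.

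GC content and width do not account for the CAGATG difference between the lines: after matching 47661 regions per line, its log2 ratio was 0.48, against 0.47 before. Base composition alone does not either, since the reversed word had a log2 ratio of only 0.093, although that also differed from 0 (permutation p = 0.00481). For OTX2 the reversed word had 0.35, in the direction of the motif, so composition may carry part of that ratio. For FOXA the reversed word CATTTGT had -0.54, also in the direction of the motif. It holds CAAATG on the other strand, an E-box form itself denser in H146-only regions (-0.34). Whether composition carries part of the FOXA ratio therefore cannot be told. For CAGCTG the reversed word GTCGAC had 0.44, against its direction, but it holds the pair CG, which CAGCTG lacks. For OTX2, Alu repeats were tested because their sequence holds the word. Without matches in the Alu context TGTAATCC the log2 ratio was 1.66, so the repeats as the whole source are argued against. TGGGAGGC, an Alu word without it, was also denser in H82-only regions at 0.72, only just under the limit of 0.75 that a rule set before the test was run gave, so the verdict rests on the 1.66 and Alu sequence may still contribute. For CTCF, the long covered sequence of the dense H82 segments was tested as a source of dilution, and the log2 ratio outside them was still -1.99. Weak H146 regions, as far as narrow width marks them, are argued against as its whole source: matched on width and GC content the log2 ratio was -1.50. In regions of at least 500 bp it was -1.58 (adjusted p = 2.5e-05), but narrower regions were dropped from both atlases before sharing was called. The 23889 H146-only regions of that set include sites with a narrow H82 partner, so the -1.58 decides nothing about wide line-only regions. The CTCF deficit lay in H82-only regions, at -2.17 against shared regions, and was -0.22 in H146-only ones (permutation p = 0.0801). Depth, the number of libraries and any change with FHD-286 stay open, because each atlas pools its libraries. A difference in factor use between the subtypes of H82 and H146 is a hypothesis that these atlases leave open.

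The contrast between shared and line-only regions also differed between the lines. The difference in promoter share was 0.468 percentage points smaller in H82 than in H146, at -0.468 (sign-flip permutation p = 0.0272, negative on 17 of 23 chromosomes). With as many H82 as H146 regions, keeping the widest H82 ones, it was -0.435 (permutation p = 0.0614). The sign itself depended on the processing. With shared and line-only regions matched on width the difference was 1.69 (permutation p = 1e-05, the smallest possible), and with overlap of at least 50% of both regions it was 0.122 (permutation p = 0.0197), so no direction holds for this contrast. The difference in median width was -114 bp (permutation p = 4e-05), and with as many regions it was -165 bp (permutation p = 1e-05, the smallest possible). Keeping the widest regions filters H82 on width itself, so neither value decides whether the number of regions matters. The number of regions stays open for both, as do depth and copy number, which cannot be read from the atlases.

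The mitochondrial genome, left out of the comparisons, was 1 region of 16569 bp in each atlas, H82 and H146 alike, which is its whole length. Mitochondrial DNA in the libraries, joined into 1 region by the merging, is consistent with a span of 16569 bp in both lines. No biological explanation was tested.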

How the results depend on the processing

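The removal of regions of 10 kb or more and of genes in the dense segments was added after the data were seen. Of 162 comparisons of an alternative with its main value, over 31 results other than single genes, 138 kept their direction and side of the threshold or moved little, 9 moved, 7 reversed, 7 weakened and 1 grew stronger. The overlapped shares (46.3% to 63.1% of H82 and 55.0% to 72.5% of H146 regions), the wider shared regions and their higher promoter share (3.22 to 17.2 percentage points in H82, 1.53 to 18.0 in H146) held under every alternative run for them. So did the FOXA ratio, from -1.52 to -0.29. The 63.1% and 72.5% came from regions of at least 500 bp, with narrower regions of the other line left out too. The 72.5% therefore lies below the 85.0% of H146 regions of 500 to 999 bp overlapped by an H82 region of any width.

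By the share of regions with at least 1 match, 9 motifs were higher in H82-only and 4 in H146-only regions, and CAGCTG reversed to 0.23; H82-only regions are wider, and the matched comparison kept CAGCTG at -0.15. CAGCTG was weaker in regions of at least 500 bp (-0.026, adjusted p = 0.533) and for H82-only against shared regions (-0.033, adjusted p = 0.531), while its other values ran from -0.15 to -0.06; the cause was not tested. With shared regions in place of H82-only ones, CAGATG reversed to -0.18, OTX2 to -0.12 and CTCF to 0.22 (adjusted p = 0.0843), so H146-only regions held slightly more CAGATG and OTX2 words than shared ones.

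Without genes inside the dense H82 segments, the difference near neuroendocrine genes fell to 4.77 percentage points (permutation p = 0.297), as the removal of OTX2 and RTN1, 2 genes with high coverage in H82 alone, makes it do by construction. The difference near low-neuroendocrine genes was 1.87 over the gene body and 10 kb, on the other side of its random lists (permutation p = 0.937), and their mean in H82 was 37.5% within 5 kb of the TSS, past the threshold (p = 0.0394); the cause was not tested. By covered bases the log2 ratio was -0.73 on chromosome 18, -0.16 on 8, -0.40 on 10, 0.35 on 1, 0.57 on 14, 0.66 on 15 and 0.76 on 21; the dense segments, 2 on chromosome 8 and 7 on 14, add bases to H82. The difference between the lines in the promoter contrast reversed from -0.468 to 1.69 percentage points when matched on width and to 0.122 with overlap of at least 50% of both regions; the cause was not tested.

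Of 81 comparisons for the 27 genes that met the naming rule, not all of them reported, 44 moved by less than 1.5 times, 34 by more, and 3 reversed, each over the gene body and 10 kb: NCAM1 (-1.09 percentage points), SRRM4 (2.80) and SMARCA2 (-0.147).

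No paired analysis was possible because each atlas pools its libraries and holds no value per replicate. The fits of FHD-286 against untreated cells, with another count model, a replicate block or each replicate left out, were not run for that reason. The unknown depth of the libraries limits every statement that a region is absent from a line.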

Other observations

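In this part the tests of widths near 400 bp, of gene density and of the interval of chromosome X were chosen only after the result was seen, as were the segments themselves, which a further condition reduced from 24 to 9.

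The 9 dense segments of H82 on chromosomes 8 and 14 covered MYC, OTX2 and RTN1 among 30 protein-coding genes. They held 5.94 genes per Mb against 6.49 in the genome, but this leaves gene-dense sequence open as a source, because the condition of low coverage in H146 takes out gene-dense sequence open in both lines. Before it, the 24 segments held 24.0 genes per Mb. Of the 30 genes, 12 lie in 1 segment of 250 kb on chromosome 14, and 2 segments hold none. Extra DNA copies called as open chromatin are a candidate explanation: H82 regions inside the segments had 1.86 CTCF matches per Mb (95% Poisson interval 0.804 to 3.67), near the 0.845 of sequence outside H82 regions. Other H82 regions had 19.2 per Mb, and those of at least 10 kb had 8.66 (5.76 to 12.5). Sparse binding over a truly open domain was not tested and stays open. The segments held 28 of the 59 H82 regions of at least 20 kb. They matter for any count near MYC or OTX2, because neighbouring sites are joined there into wide regions.

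Wide regions were shared unevenly. Of H82 regions at least 2 kb wide, 1306 were overlapped by no H146 region, against 32 in H146. The dense segments were tested as the source. Outside them 92.1% of such H82 regions were overlapped, against 99.7% in H146, so the segments leave most of the gap, 1132 regions, in place. Depth and copy number stay open, as does a difference between the subtypes.

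The peak at 391 bp may come from the cutting itself. A Tn5 insertion leaves ends 9 bases apart on the strands, so reads extended by 200 bp from both strands of a single cut would span 391 bp. The base preference summed over 21 positions at the exact centre of 391 bp regions was 1.65 bits in H82 and 1.87 bits in H146, above the highest of 6 neighbouring widths (0.975 bits at 389 bp and 1.01 bits at 393 bp, themselves above the rest). A shift of the ends to the centre of the cut before extension would move the peak to 400 bp. At exactly 400 bp the number was 0.96 times its neighbours in H82 and 0.82 times in H146, with a centre preference of 0.26 and 0.098 bits. The largest excess within 1 bp of that width was at 401 bp, 1.23 times its neighbours in H82, against 1.87 times at 391 bp, which argues against the shift as the source of the main peak. The excess at 401 bp was not absent, however, and belongs to a series of raised widths 5 bp apart, from 376 to 401 bp. The centre preference was 1.03 bits in H82 and 1.13 in H146 at 401 bp, and 1.15 and 1.11 bits at 381 bp. Raised widths of 205 and 210 bp had no such preference (-0.030 and -0.054 bits in H82). The cause of the series was not tested.

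A stretch of chromosome X from 31268279 to 33315148 held 45 H82 regions and no H146 region, all within DMD (31097677 to 33339609, minus strand). Of 26623 other windows of this length with as many H82 regions, taken at steps of 100 kb, 0 had no H146 region. These windows overlap and are not independent, and the interval was picked because it had none. By number of H82 regions it was not unique: a stretch of chromosome 2 from 29386834 to 29916890 also held 45 and no H146 region. A lower number of H146 regions, spread independently over the H82 regions, is argued against as the source of such stretches. On chromosome X 48.2% of H82 regions were overlapped, and on chromosome 2 54.0%, yet 45 in a row were not. Neighbouring regions need not be independent, so chance among clustered regions stays open. Lost sequence in H146 and closed chromatin over the gene cannot be told apart: H82 regions there with a CTCF match, which are overlapped in 89.7% of cases on chromosome X, numbered 0.

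The ratio of regions between the lines changed in blocks. With chromosome means removed, the correlation of 1 Mb bins 10 Mb apart was 0.0753, small but above the highest of 1000 permutations within chromosomes (0.0522), which is consistent with copies or detection that change over many Mb. Bins are not independent replicates. Detection near the calling limit stays open as a source of the chromosome differences. The SD of the log2 ratio over chromosomes was 0.34 for regions of at least 1000 bp and 0.29 for those under 500 bp (permutation p = 0.00255). The spread was thus not larger in narrow regions. Width itself depends on signal and on merging, so detection can move regions between these classes, and the split cannot decide the question.

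The difference near neuroendocrine genes was 4.77 percentage points without OTX2 and RTN1 (permutation p = 0.297). The segments that hold these genes were picked by the difference in coverage itself, so a fall was set in advance, and whether the segments or the list as a whole lie behind the difference cannot be told apart.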
